A study of Dictyostelium discoideum with 486 samples.

How the data were processed

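Messenger RNA was measured by sequencing in 486 libraries of the social amoeba Dictyostelium discoideum, taken along development from 21 strains, in 213 groups of strain and hour. Per the labels' protocols, cells were grown without bacteria in HL5 medium and developed on nitrocellulose filters. RNA was taken with Trizol, went through 2 rounds of poly-A selection, and was made into barcoded sets that were sequenced single-end or paired-end on 2 Illumina instruments. The titles of the AX4 libraries carry the marks FD, PE and SE, of which PE and SE can stand for paired-end and single-end. The other libraries carry no mark of how they were sequenced, and 52 libraries carry an earlier growth protocol. The series text states comparisons between strains, phenotype groups and stages of development. The aligner, the counting tool, the genome build and any use of strand are not given in the sources used here.

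The deposited read counts give 1 whole number for each of 12828 genes per library, and every test across genes used them as deposited. The deposited normalized values were read as RPKM, since they follow the count times 1 factor per library and 1 factor per gene. The 90th percentile of the absolute log2 residual was at most 0.1582 in a library, the 2 h library of AX4 replicate 2 excepted. The gene factor fell with gene length (Pearson r across genes = -0.898, on the log2 scale). The labels do not name that unit, genes are not independent replicates, and the RPKM values were used only in alternatives. Gene names came from a reference table of assembly dicty_2.7, which matched 12735 identifiers (99.3%). No coordinates are given, because the build of the files is not known. Genes with near-identical copies, such as the actins, are uncertain, since counting could divide their reads among the copies.

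The count files of AX4 replicate 2 at 2 h and 3 h were identical in all 12828 genes. The normalized values at 2 h departed from the counts (90th percentile of the residual 1.4458), so the counts were kept as the 3 h library alone and the 2 h library was left out. Among all 117855 pairs of libraries this was the 1 pair with equal counts. The chi-square over its expectation, for genes with at least 50 counts, was 1.99 or more in the other pairs, the lowest being mybB replicate 1 at 20 and 24 h, and 3.40 to 163 in 423 pairs of replicates at 1 hour.

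The groups, comparisons, tests, thresholds, gene lists and the rule for named genes were set before the data were examined. Genes called between AX4 hours, between phenotype groups and AX4, and between AX4 library sets were found with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, robust quasi-likelihood fit and F test). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 1. The SE given with a log2 fold change is its absolute value over the square root of F, not a separate estimate. The AX4 intervals came from 1 fit of all 7 time courses at 0, 4, 8, 12, 16, 20 and 24 h. Phenotype groups came from 1 fit of all strains per hour at 8, 16 and 24 h, as the unweighted mean of the strains of a group minus AX4. Where a strain has 2 replicates, its spread is taken from all strains of the fit.

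The AX4-equivalent time of a library is the hour at which its profile had the highest Pearson correlation with the mean AX4 profile. It used the 2000 genes with the largest range in AX4, log2(CPM + 1) with TMM library sizes, and linear interpolation on a grid of 0.5 h. AX4 libraries were compared with the mean of the other AX4 time courses. The scale ends at 0 and 24 h. Groups were compared with AX4 over time courses by two-sided exact permutation tests of the difference in mean, or by a permutation test with 100000 resamples where a group holds 10, adjusted over 18 tests. The 2 time courses of a strain count separately. Targeted genes, reference genes and gene lists used log2(CPM + 1) with TMM library sizes, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

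Named genes are the called gene with the largest and the one with the smallest log2 fold change of each AX4 interval and of each phenotype group and hour. They need a mean of at least 10 CPM in the higher group and a change in the same direction in all 7 time courses, or every library of the group on 1 side of all AX4 libraries. The targeted genes, the reference genes act6, act15, coaA and gpdA, and members of the replication and cell division lists are named as well. A fold against a group with no counts is a lower bound that takes 3 counts over the group. With 1 to 3 counts in a group, the ratio of pooled counts is given with its exact 95% interval. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules.

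The replicate numbers pair the AX4 libraries, because a number marks a time course. Deviations of same-numbered libraries from their hour means correlated in every pair of successive hours (Pearson r across genes, lowest 0.148, medians 0.385 to 0.505), and different numbers gave medians of -0.141 to -0.088. The fit without the block is the one reported, and the block is an alternative.

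The calls were tested on simulated data with 200 genes changed by a log2 of 2. Of these, 99% were recovered among 9680 genes tested for AX4 8 to 12 h, and 9 unchanged genes were called. At 16 h the simulated groups gave 100% for aggregation minus (10249 genes tested), 100% for culmination defective (10247), 100% for disaggregation (10242), 98.5% for precocious development (10250), 98.5% for small fruiting body (10263) and 98% for tight aggregate arrest (10244). Unchanged genes called were 10, 3, 10, 18, 12 and 14 in the same order. The AX4 library sets at 16 h, 3 against 4 libraries, gave 82.5% of 200 among 9497 genes, with 6 unchanged genes called. These simulated libraries have 1 mean profile and 1 dispersion, without deviations shared across genes, so their false calls may be too few. Other splits of the AX4 libraries, 3 against 4, gave a median of 0 calls at each of 8, 16 and 24 h. The largest gave 165, 8 and 668 calls. In 50 simulated libraries with 2000 genes, the AX4-equivalent time had a median error of 0.482 h and a largest error of 1.41 h.

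Alternatives were RLE scaling, no filter on low counts, no fold threshold, DESeq2 1.42.0, the replicate block, the library set as a factor, AX4 libraries of 1 set alone, a group and AX4 alone in the fit, calls made in every strain, and each replicate left out in turn. For values per library they were Spearman correlation, 500 genes, all genes passing the count filter, log2(CPM + 10), other scalings and the authors' RPKM values. Including the 2 h count file of AX4 replicate 2, and the replication list without rpa1 and rpa2, were chosen after seeing the data. Left out were dgcA, which matched no gene, and list symbols without a match: rnrB, prim1, prim2 and fen1 for replication, and mad2l1, ttk, nuf2, cenpA, ncaph, zwint and espl1 for cell division.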

Results

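Gene expression was measured along development in 486 libraries of 21 strains, which the labels place in 7 phenotype groups. The WT group holds 112 libraries of 9 time courses from 2 strains, AX4 and MybBGFP. Precocious development holds 42 libraries of 4 time courses (PkaCoe and pkaR), and small fruiting body also 42 of 4 (acaA,acrA,acgA/PkaCoe and acaA/PkaCoe). Culmination defective holds 84 libraries of 10 time courses (gtaG, cudA, dgcA, ecmARm and gtaI-), and tight aggregate arrest 40 of 4 (tagB and comH). Disaggregation holds 80 libraries of 8 time courses (tgrB1, tgrB1C1, tgrC1 and gbfA), and aggregation minus 86 of 10 (gtaC, acaA, mybB and amiB). AX4 has 7 time courses, gtaC has 4 and each other strain has 2. The gtaC libraries end at 8 h, so aggregation minus holds 3 strains and 6 time courses at 16 and 24 h. The labels name the strains and phenotypes only.

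The total count per library was 1.155 to 25.1 M counts, with a median of 6.39 M. The AX4 titles mark 3 library sets, FD (replicates 1 and 2), PE (3 and 4) and SE (5 to 7), whose abbreviations the labels do not explain. Their totals were 3.05 to 7.93 M in FD, 3.96 to 8.39 M in PE and 1.32 to 10.5 M in SE. The other strains carry no such mark, so a library set cannot be a factor in comparisons between strains. The lowest median of a strain was 3.35 M in gtaI- and the highest 14.3 M in pkaR. The 2 count files of AX4 replicate 2 at 2 h and 3 h were identical and were used once, as 3 h.

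The gene named in each strain label was compared first, since its level checks the label. Values are log2(CPM + 1) averaged over the hours shared with AX4, given as strain minus AX4. With 2 time courses against 7, a two-sided exact permutation test cannot give a p below 0.0556. The disaggregation strains had the lowest levels of their genes: tgrB1 was 0.90 ± 0.42 (SD, n = 2) in tgrB1 against 8.23 ± 0.29 (SD, n = 7) in AX4, a difference of -7.33. The differences were -7.18 for gbfA, -6.92 for tgrC1 in tgrC1, and -6.76 and -6.75 for tgrB1 and tgrC1 in tgrB1C1. The gene acaA differed by -4.75 in acaA and by -4.72 in acaA/PkaCoe, and pkaR by -3.58 in pkaR. In gtaC the gene gtaC was 2.52 ± 0.22 (SD, n = 4) against 5.80 ± 0.42 (SD, n = 7), a difference of -3.28 (two-sided exact permutation p = 0.0061, the smallest this design allows).

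Smaller differences were found for ecmA in ecmARm (-2.48), cudA (-1.72), tagB (-1.45) and gtaG (-1.09), and in acaA,acrA,acgA/PkaCoe for acaA (-1.62), acrA (-1.36) and acgA (-1.22). The labels do not say what Rm stands for, so ecmA need not be the altered gene of ecmARm. At 24 h ecmARm, cudA, tagB and gtaG had mean AX4-equivalent times of 8.0, 16.25, 14.75 and 18.0 h. A lower mean over the hours can follow from that delay, so these 4 differences do not check the labels. The gene pkaC was higher by 3.00 in acaA/PkaCoe and 3.06 in acaA,acrA,acgA/PkaCoe. In PkaCoe it did not differ from AX4 beyond the spread of the time courses (0.76, two-sided exact permutation p = 0.167). The gene mybB was higher by 1.99 in MybBGFP. The libraries labelled mybB, amiB and comH did not differ from AX4 in the gene of that name by more than the spread of the time courses (-0.10, -0.24 and -0.80), and those labelled gtaI- had more gtaI (1.08). The alternative that moved these values most was the authors' RPKM scale, which gave -6.23 for tgrB1 in tgrB1 and turned mybB in mybB to 0.34. Against AX4 PE libraries alone comH turned to 0.18. No symbol matched dgcA.

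**Figure D1:**
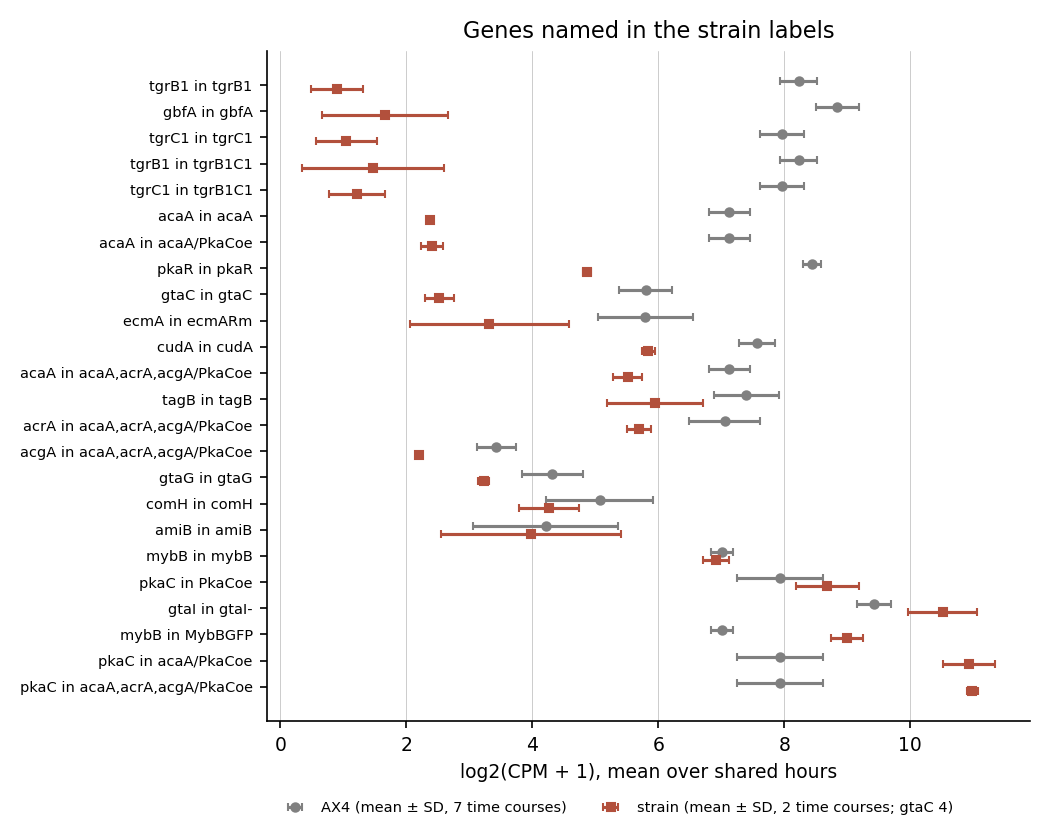
Expression (log2(CPM + 1), mean over shared hours, horizontal axis) of the genes named in the strain labels, with grey circles for AX4 (mean ± SD, 7 time courses) and squares for the strain (mean ± SD, 2 time courses, gtaC 4). The genes of the disaggregation strains lie farthest below AX4, and mybB, amiB and comH overlap with it except that mybB is higher in MybBGFP.

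Which genes change between successive stages of wild-type development was asked of the 7 AX4 time courses, with 10531 genes tested. From 0 to 4 h, 2670 genes were called (1343 higher and 1327 lower at the later hour). The counts were 2784 (1655 and 1129) from 4 to 8 h, 2278 (1629 and 649) from 8 to 12 h, 572 (333 and 239) from 12 to 16 h, 1904 (1249 and 655) from 16 to 20 h, and 471 (368 and 103) from 20 to 24 h. A fit of the 2 FD time courses alone moved a count most, to 74 genes from 12 to 16 h. With the time course as a block, 988 genes were called from 12 to 16 h, 556 of them among the 572. The 12 to 16 h count also fell to 314 without AX4 replicate 3, 328 without AX4 replicate 4, 241 without AX4 replicate 5 and 291 without AX4 replicate 6. Within the library sets, PE gave 1052 and SE 114 genes from 12 to 16 h.

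**Figure D2:**
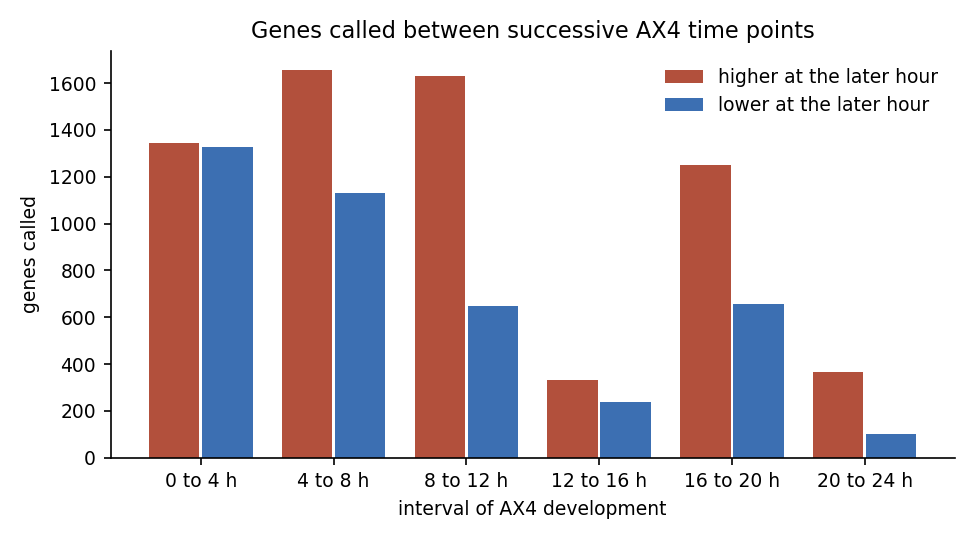
Genes called higher or lower at the later hour (bars, vertical axis, starting at 0) in each interval of AX4 development (horizontal axis). The intervals from 12 to 16 h and from 20 to 24 h have the fewest calls, 572 and 471.

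Of the named genes of the AX4 intervals, those that changed most rose by a log2 of 7.80 (SE 0.92, edgeR adjusted p = 3.97e-09) from 0 to 4 h for DDB_G0279957, from 2.66 ± 2.43 to 611 ± 626 CPM (SD, n = 7). DDB_G0284529 rose by 10.25 (SE 1.07, edgeR adjusted p = 3.77e-11) from 4 to 8 h, from 0.19 ± 0.29 to 225 ± 127 CPM (SD, n = 7). DDB_G0269672 had 3 counts over all libraries at 8 h and was 697-fold higher at 12 h (exact 95% interval 238 to 3380, and 1100-fold without AX4 replicate 2). DDB_G0280871 rose by 6.81 from 12 to 16 h. DDB_G0274573 had 3 counts at 16 h and was 1790-fold higher at 20 h (614 to 8710), and DDB_G0287561 rose by 10.33 from 20 to 24 h, from 0.35 ± 0.41 to 526 ± 322 CPM (SD, n = 7). With 0 counts in a library of the lower hour, folds have no exact size.

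Among the genes that fell, DDB_G0268878 changed by -7.47 from 0 to 4 h, DDB_G0267726 by -4.77 from 4 to 8 h (12.8 to 0.43 CPM) and DDB_G0290167 by -4.65 from 8 to 12 h (25.3 to 0.91 CPM), with 0 counts in a library of the lower hour of these 2. DDB_G0295685 changed by -3.62 from 12 to 16 h, DDB_G0290847 by -4.08 from 16 to 20 h and ecmI (DDB_G0292222) by -3.12 from 20 to 24 h. The edgeR adjusted p of these 6 genes was at most 6.20e-03. Past the threshold in all 7 time courses together, DDB_G0295685 was not called in SE libraries alone (-3.58) or FD libraries alone (-2.48), and ecmI was not called in SE libraries alone (-1.86).

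Differences between SE and the other AX4 library sets at 1 hour were taken as a technical background. PE and FD were pooled, so a difference between them was not tested and adds to the spread. Few calls therefore do not bound what library sets can give. Between the 3 SE libraries and the 4 PE and FD libraries, edgeR called 0 genes at 8 h and 0 at 16 h, beside 705 and 1298 genes at an unadjusted p under 0.05. DESeq2 called 81 and 233. At 24 h edgeR called 3 genes and DESeq2 498, beside 1479 at an unadjusted p under 0.05 in edgeR. These 3, named after their values were seen, were DDB_G0277233 (3.72), DDB_G0281001 (3.23) and DDB_G0282315 (3.89), all higher in SE with an edgeR adjusted p of 2.40e-02. Without AX4 replicate 1 the 24 h count was 464, without AX4 replicate 5 it was 117, without AX4 replicate 7 it was 1, and without AX4 replicate 2, 3, 4 or 6 it was 0.

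Each phenotype group was then compared with AX4 at 8, 16 and 24 h, the question being how strains of like form differ in expression. MybBGFP, also WT, was measured the same way as the background. At 8 h 10874 genes were tested. Aggregation minus gave 3954 calls (1536 higher and 2418 lower than AX4), precocious development 3200 (1195 and 2005), small fruiting body 2615 (1208 and 1407), disaggregation 1888 (321 and 1567), culmination defective 659 (51 and 608), tight aggregate arrest 235 (74 and 161) and MybBGFP 789 (557 and 232). Tight aggregate arrest had fewer calls than MybBGFP, which is 1 strain of 2 libraries. The order of culmination defective and MybBGFP changed with the alternative, with 584 against 400 when AX4 was SE libraries alone. Counting only calls made in every strain moved the group counts most, except in small fruiting body at 24 h (2281 against AX4 PE libraries alone), and gave 2 in tight aggregate arrest at 8 h. A fit of the group and AX4 alone gave 4 there. Tight aggregate arrest also gave 4 without replicate 1, 7 without replicate 2 and 145 without AX4 replicate 6. Without replicate 1 culmination defective gave 287 and small fruiting body 1631, and culmination defective gave 437 without AX4 replicate 7. MybBGFP gave 377 without replicate 1 and 244 without replicate 2.

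At 16 h 11160 genes were tested. Precocious development gave 5993 calls (2581 higher and 3412 lower), disaggregation 5699 (2689 and 3010), aggregation minus 5577 (2510 and 3067), small fruiting body 4264 (2500 and 1764), tight aggregate arrest 2505 (1380 and 1125), culmination defective 998 (112 and 886) and MybBGFP 148 (115 and 33). Without replicate 2 culmination defective gave 526 and tight aggregate arrest 1289, and culmination defective gave 649 without AX4 replicate 7. MybBGFP gave 5 without replicate 1, 28 without replicate 2, 78 without AX4 replicate 1, 85 without AX4 replicate 2, 85 without AX4 replicate 6 and 223 without AX4 replicate 7.

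At 24 h 11189 genes were tested. Aggregation minus gave 6196 calls (2862 higher and 3334 lower), disaggregation 5685 (2628 and 3057), small fruiting body 4035 (1937 and 2098), precocious development 3845 (1274 and 2571), tight aggregate arrest 2867 (1092 and 1775), culmination defective 1775 (192 and 1583) and MybBGFP 7 (6 and 1). The gene lower in MybBGFP, named after its value was seen, was DDB_G0271664 (-3.57). Without replicate 2 precocious development gave 2481 and tight aggregate arrest 1791, and MybBGFP gave 1 without replicate 1. With RLE scaling, the median log2 fold change of all genes moved by more than 0.1 in 4 comparisons: from -0.11 to -0.01 in precocious development at 8 h, from -0.34 to -0.16 in precocious development at 16 h, from -0.02 to -0.15 in aggregation minus at 24 h and from 0.02 to -0.09 in disaggregation at 24 h. No named gene changed its call with that scaling.

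Strains of a group differed in their number of calls. In culmination defective, ecmARm gave 3532, 5002 and 5181 calls at 8, 16 and 24 h, and gtaG gave 19, 3 and 924. The 3 genes of gtaG at 16 h, named after their values were seen, were DDB_G0270008, DDB_G0283421 and DDB_G0286193, all lower. The lowest count at 24 h was 340 in gtaI-. At 8 h comH gave 437 and tagB 12. Calls made in every strain of a group, in the same direction, numbered 1429 at 8 h (4 strains) and 3519 and 3996 at 16 and 24 h (3 strains, without gtaC) in aggregation minus, 197, 3048 and 2603 in disaggregation, 1699, 3275 and 1241 in precocious development, and 1124, 2560 and 2352 in small fruiting body. They numbered 824 and 1195 at 16 and 24 h in tight aggregate arrest and 10 at 24 h in culmination defective. At 8 h tight aggregate arrest had 2, named after their values were seen, DDB_G0281417 (-3.94) and DDB_G0283979 (-3.25). In edgeR culmination defective had 0 at 8 h and 0 at 16 h, beside 2791 and 3355 genes of its group mean at an unadjusted p under 0.05, and DESeq2 was not run per strain. All strains share the AX4 libraries. Simulated unchanged genes, in libraries without deviations shared across genes, gave 0 calls in every strain of a group at 16 h.

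**Figure D3:**
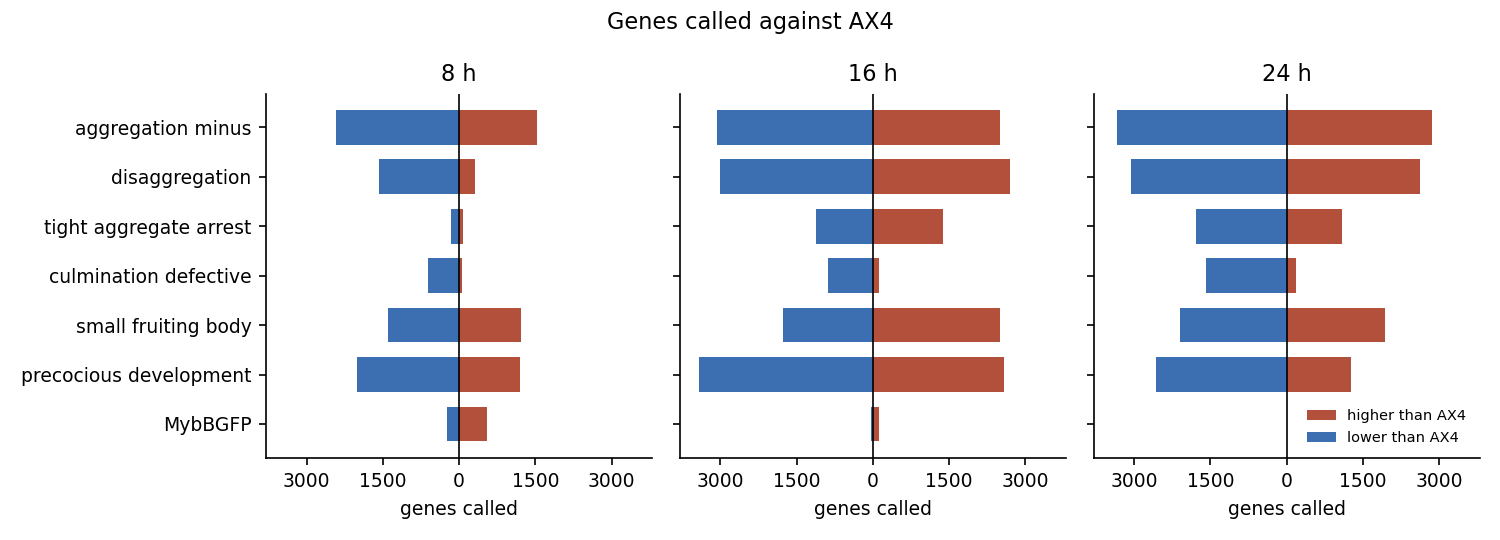
Genes called higher (right) or lower (left) than AX4 at 8, 16 and 24 h (horizontal axis, number of genes) for each phenotype group and for MybBGFP as the background. MybBGFP has 789, 148 and 7 calls, and aggregation minus 3954, 5577 and 6196, without gtaC at 16 and 24 h.

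The named genes of the phenotype groups are given as log2 fold changes against AX4, and their edgeR adjusted p was at most 3.10e-03. The fold of a group is a mean over strains on the log2 scale, and strains with few or no counts set its size. Where a library of the lower side had 0 counts, mean CPM are therefore given (group, then AX4), and the fold has no exact size. At 8 h cupI (DDB_G0272242) was higher in aggregation minus by 3.40, and DDB_G0282061 in disaggregation by 2.41. DDB_G0284529 was lower in aggregation minus (-12.29, 0.09 against 225 CPM) and in small fruiting body (-6.12), DDB_G0268486 in disaggregation (-8.85, 0.42 against 152 CPM) and DDB_G0281611 in precocious development (-7.89, 0.1 against 14.5 CPM). DDB_G0283711, with no count in AX4, was at least 714-fold higher in precocious development, and DDB_G0275489, with 1 count in AX4, was 1310-fold higher in small fruiting body (exact 95% interval 234 to 51700, and at least 345-fold without AX4 replicate 7). DESeq2 did not call these last genes (10.23 and 9.11).

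Also at 8 h, DDB_G0274479 was higher in culmination defective by 1.04, but not past the thresholds without AX4 replicate 2 (0.99), against SE libraries alone (0.94) or against PE libraries alone (1.18). No lower gene of that group met the rule. In tight aggregate arrest DDB_G0272366 was higher by 1.99 and DDB_G0293832 lower (-4.40). The first was not called without replicate 1 (1.80) or against PE libraries alone (1.90). The second was not called without replicate 1 (-5.49), without replicate 2 (-3.96), against PE libraries alone (-2.19) or with the group and AX4 alone in the fit (-4.42).

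At 16 h DDB_G0278519 was higher in precocious development by 14.73 (SE 0.78), with 5028 ± 2542 CPM (SD, n = 4) against 0.17 ± 0.23 CPM (SD, n = 7) in AX4. DDB_G0272052 was higher in aggregation minus by 4.26, DDB_G0294577 in disaggregation by 4.34 and hspG5 (DDB_G0276875) in tight aggregate arrest by 4.47. DDB_G0275949, with 2 counts in AX4, was 2120-fold higher in small fruiting body (585 to 17500), 3430-fold without AX4 replicate 1 and 4050-fold without AX4 replicate 5. The gene cupC (DDB_G0289283) was higher in culmination defective by 1.28, but not past the thresholds without replicate 1 (0.91) or against PE libraries alone (0.82). DDB_G0278697 was lower in aggregation minus, at 3.97 ± 8.47 CPM (SD, n = 6) against 2536 ± 774 CPM (SD, n = 7), where the fitted -13.93 is far beyond the ratio of these means. The gene 2C (DDB_G0280847) was lower in disaggregation (-12.78, 0.22 against 639 CPM) and DDB_G0280433 in culmination defective (-7.93, 0.07 against 11.2 CPM). With no count in the group, DDB_G0282321 was at least 92.2-fold lower in precocious development (55.1 without pkaR replicate 1), DDB_G0282315 at least 522-fold lower in small fruiting body and DDB_G0282319 at least 261-fold lower in tight aggregate arrest (163 without tagB replicate 2). DDB_G0282315 also differed between AX4 library sets at 24 h, and DDB_G0282321 was not called with the replicate block (-7.02) or against FD libraries alone (-7.00).

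At 24 h DDB_G0294577 was higher in aggregation minus by 4.19, DDB_G0285233 in culmination defective by 1.15, DDB_G0290907 in disaggregation by 4.47 (18.3 against 0.66 CPM), DDB_G0275463 in precocious development by 8.70 (106 against 0.19 CPM), ponM (DDB_G0281989) in small fruiting body by 8.81 (333 against 0.66 CPM) and DDB_G0289765 in tight aggregate arrest by 6.51 (38.2 against 0.37 CPM). DDB_G0289065 was lower in culmination defective, at 0.71 ± 2.09 CPM (SD, n = 10) against 14.5 ± 2.95 CPM (SD, n = 7), and gerB (DDB_G0287687) in disaggregation, at 0.65 ± 1.56 CPM (SD, n = 8) against 736 ± 724 CPM (SD, n = 7). The fitted -7.44 and -13.54 are far beyond the ratios of these means. The gene sigH (DDB_G0276757) was lower in small fruiting body (-9.53). With no count in the group, DDB_G0290041 was at least 25800-fold lower in aggregation minus, DDB_G0283395 at least 360-fold lower in precocious development (193 without pkaR replicate 1, 129 without AX4 replicate 7) and DDB_G0285443 at least 5260-fold lower in tight aggregate arrest (2850 without tagB replicate 2, 2840 without AX4 replicate 3). Counting could divide reads among relatives of cupI, cupC, hspG5, ponM and sigH, whose values are uncertain.

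How far each strain had gone along the AX4 course was measured as AX4-equivalent time. AX4 itself gave 8.00 ± 0.50 h (SD, n = 7) at 8 h, 15.6 ± 0.945 h at 16 h and 23.6 ± 0.732 h at 24 h. At 8 h aggregation minus strains gave 3.10 ± 0.615 h (SD, n = 10), a difference of -4.90 h (permutation adjusted p = 0.0014), and disaggregation strains 6.06 ± 1.45 h (SD, n = 8), a difference of -1.94 h (exact permutation adjusted p = 0.0040). Precocious development gave 10.2 ± 1.04 h (SD, n = 4), which was 2.25 h later (exact permutation adjusted p = 0.00909). Its mean correlation at the best hour was 0.844 in PkaCoe and 0.864 in pkaR, against 0.966 in AX4 at 8 h. AX4 libraries between the reference hours were lower as well, at 0.923, 0.891 and 0.946 at 9, 10 and 11 h (n = 2 each). Both precocious strains lay below these values too, by a smaller gap. Small fruiting body strains gave 0.876 and 0.905 at 8 h, below AX4 at that hour, but 0.905 lies above AX4 at 10 h. Culmination defective (-1.20 h, permutation adjusted p = 0.0968), tight aggregate arrest (-0.625 h, exact permutation adjusted p = 0.167) and small fruiting body (0.0 h, exact permutation adjusted p = 1.0) did not differ from AX4 beyond the replicate spread. Tight aggregate arrest at 8 h passed the threshold without AX4 replicate 2 (-0.875 h).

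At 16 h precocious development gave 23.6 ± 0.750 h (SD, n = 4), 7.98 h later than AX4, and small fruiting body 23.1 ± 0.629 h (SD, n = 4), 7.48 h later (exact permutation adjusted p = 0.00909 for each). These small fruiting body libraries resembled no AX4 hour closely. Their mean correlation at the best hour was 0.763 in acaA,acrA,acgA/PkaCoe and 0.799 in acaA/PkaCoe, against 0.967 in AX4. A separate calculation, made to test mixed profiles of 2 AX4 hours, took the highest correlation with 1 AX4 hour or 2 neighbouring hours. It gave 0.734 to 0.782, against 0.934 to 0.977 in AX4 at 16 h. By that calculation precocious development was also below AX4, at 0.86 and 0.82 in pkaR and 0.909 and 0.897 in PkaCoe. Tight aggregate arrest differed by -3.77 h (exact permutation adjusted p = 0.00909), disaggregation by -9.83 h (exact permutation adjusted p = 0.0014) and aggregation minus by -12.1 h (exact permutation adjusted p = 0.0035). Culmination defective differed by -2.89 h (permutation adjusted p = 0.117), with time courses from 5.0 to 16.0 h, the lowest being ecmARm (5.0 and 5.5 h). The mean correlation of ecmARm at the best hour was 0.895. By the separate calculation its libraries correlated at 0.884 and 0.889 with 1 AX4 hour or 2 neighbouring hours, below the AX4 libraries at 16 h. At 24 h the differences were -19.6 h in aggregation minus (exact permutation adjusted p = 0.0035), -14.6 h in disaggregation (exact permutation adjusted p = 0.0014; time courses from 4.5 to 17.0 h, SD 4.39 h), -9.07 h in tight aggregate arrest (exact permutation adjusted p = 0.00909) and -8.02 h in culmination defective (permutation adjusted p = 0.0014; time courses from 5.5 to 23.5 h, SD 4.81 h). In culmination defective, gtaI- replicate 2 at 23.5 h lay within the AX4 range of 22.5 to 24.0 h, and ecmARm read 10.5 and 5.5 h. Precocious development (0.429 h) and small fruiting body (0.179 h) did not differ from AX4 (exact permutation adjusted p = 0.809 for each), at the end of the scale.

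The alternative that moved an AX4-equivalent time most was log2(CPM + 10), which turned small fruiting body at 24 h to -6.68 h. That value was also below 0 without AX4 replicate 3 (-2.75 h), 4 (-3.0 h), 6 (-0.167 h) or 7 (-0.167 h). By the separate calculation used at 16 h, its 4 libraries had a highest correlation of 0.754 with 1 AX4 hour or 2 neighbouring hours, against 0.926 or more in AX4. Precocious development at 24 h was also low, at 0.663 and 0.695 in pkaR and 0.805 and 0.866 in PkaCoe, so a reading near 24 h does not mean a like profile. The 2 time courses of a strain are not independent strains. With strain means as units, groups of 2 strains cannot go below an exact p of 0.0556. MybBGFP, as the background, differed from AX4 by 0.25 h, -0.643 h and -1.07 h at 8, 16 and 24 h.

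**Figure D4:**
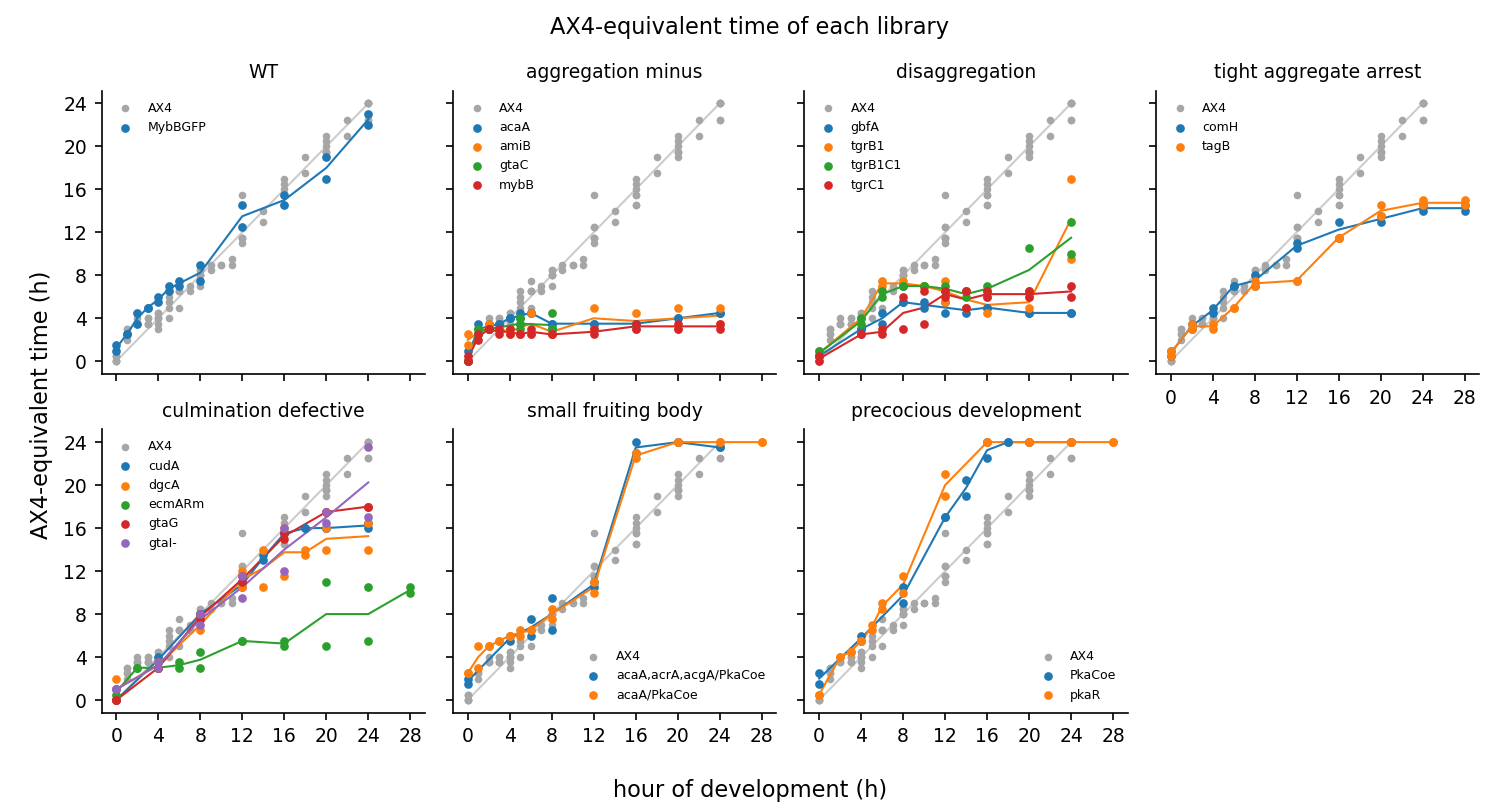
AX4-equivalent time (h, vertical axis) of each library against its hour of development (h, horizontal axis), 1 panel per phenotype group, with lines through strain means and AX4 libraries in grey. Aggregation minus strains stay between 2.5 and 5.0 h at 8, 16 and 24 h, and precocious development strains reach 22.5 to 24.0 h at 16 h.

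Whether disaggregation strains go back along the AX4 course was asked from the change in AX4-equivalent time per time course. From 8 to 12 h it was 0.0625 ± 1.35 h (SD, n = 8) against 4.29 ± 1.32 h (SD, n = 7) in AX4, a difference of -4.22 h (two-sided exact permutation p = 0.00062, adjusted 0.00062). From 12 to 16 h it was -0.312 ± 0.704 h (SD, n = 8) against 3.36 ± 0.988 h (SD, n = 7), a difference of -3.67 h (exact permutation p = 0.00031, adjusted 0.00062). The change was below 0 in 3 of 8 time courses in the first interval and in 4 of 8 in the second. These tests compare the change with that of AX4 and not with 0, so a halt would pass them as well as a return. Both mean changes lay within their SD of 0. The values show that these strains did not advance as AX4 did, and a return of the group was not shown. The tests end at 16 h. Later, tgrB1 went from 6.0 and 5.0 h at 20 h to 9.5 and 17.0 h at 24 h, and tgrB1C1 read 13.0 and 10.0 h at 24 h, while gbfA read 4.5 h in both time courses. Of the alternatives, log2(CPM + 10) moved a difference most, to -4.26 h from 12 to 16 h.

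The genes act6, act15, coaA and gpdA, in use as expression standards, were compared for spread over the means of 213 strain and hour groups, without the 2 h library of AX4 replicate 2. The SD of log2(CPM + 1) was 1.66 (jackknife SE 0.127) for act6, 1.22 (SE 0.123) for act15, 0.82 (SE 0.066) for coaA and 0.69 (SE 0.057) for gpdA. Among genes of like mean expression these lay at the percentiles 93.1, 47.0, 22.2 and 12.2. Restriction to the WT group moved act15 (0.88) and gpdA (0.43) most, and log2(CPM + 10) moved act6 most (1.48). In AX4, coaA was 12.32 ± 0.34 at 4 h and 10.47 ± 0.70 at 24 h (SD, n = 7), and gpdA was 11.01 ± 0.58 at 20 h and 10.10 ± 0.47 at 24 h. Reads of act6 and act15 can be divided among near-identical actin genes, so their values are uncertain.

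Lists of 29 replication and 18 cell division genes were followed over AX4 development, with 12 interval tests adjusted together. From 8 to 12 h the mean of the replication list rose by 1.80, from 4.00 ± 0.32 to 5.80 ± 0.34 (SD, n = 7), and that of the cell division list by 1.98, each in 7 of 7 time courses (two-sided exact permutation adjusted p = 0.00175). From 16 to 20 h the lists fell by 1.66 and 2.06 on the log2 scale, with 0 of 7 time courses higher (exact permutation adjusted p = 0.00175 for each). No other interval passed the threshold, replication from 12 to 16 h coming nearest (-0.44, exact permutation adjusted p = 0.0783). The alternative that moved a list most was scaling by library totals alone, with -2.52 for cell division from 16 to 20 h. With it replication from 12 to 16 h passed the threshold (-0.55), as it did without AX4 replicate 6. From 4 to 8 h the list means, 0.05 and 0.06, changed sign with single time courses left out.

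In edgeR, 25 of 29 replication genes and 16 of 18 cell division genes were called higher from 8 to 12 h, and 22 and 16 were called lower from 16 to 20 h. The counts adjusted over the list alone were the same. From 0 to 4 h rfc2, rfc4, rfc5, gins1 and rpa2 were lower (-1.64 to -1.10), cycA (2.30) and cdc25 (1.59) higher, and cdc20 (-1.03) and ube2c (-1.24) lower. From 4 to 8 h orcE was higher (1.12). These single genes were named after their values were seen. The lists were matched by symbol alone. From 8 to 12 h 27 of 29 replication genes rose, but rpa1 went from 5.69 to 5.20 and rpa2 from 5.26 to 4.89. Whether rpa1 and rpa2 name replication genes here was not checked. Without both, no test of the replication list changed its call.

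**Figure D5:**
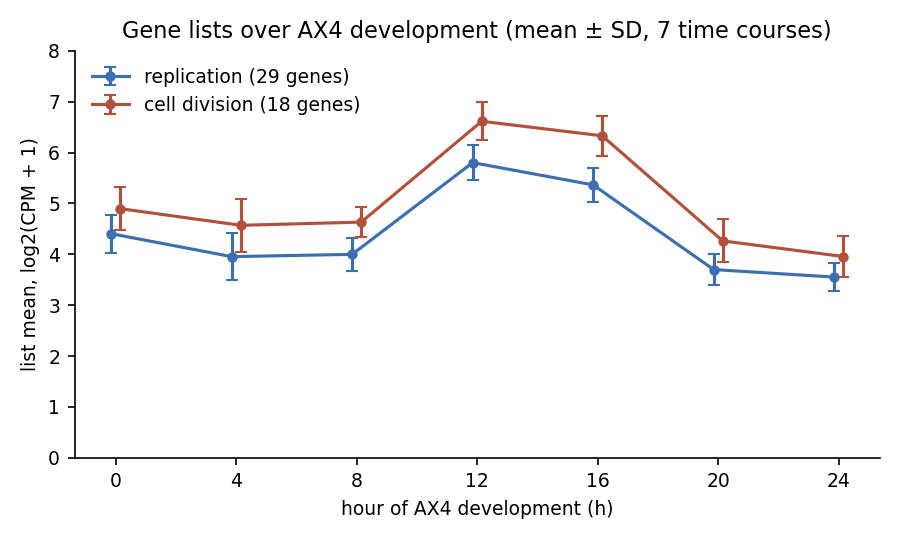
Mean log2(CPM + 1) of the replication list (29 genes) and the cell division list (18 genes) against the hour of AX4 development (points, mean ± SD over 7 time courses). Both lists are highest at 12 and 16 h, the replication list at 5.80 and 5.36.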

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

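The tests of rounding, of AX4 replicate 7 at 12 h and of the pspA share were chosen only after the results were seen. In 113 groups of 4 to 10 libraries or time courses, 12 held a value far from the others by Dixon's rule, where chance gives about 1 in 20. They were 8 of 25 groups in AX4-equivalent time, 2 of 4 in its change, 2 of 28 in reference genes, and 0 of 14, 24 and 18 groups of list means, named genes and targeted genes.

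In AX4-equivalent time, AX4 replicate 2 at 8 h read 7.0 h (others 8.0 to 8.5 h), tgrC1 replicate 1 at 8 h 3.0 h (other disaggregation strains 5.5 to 7.5 h), PkaCoe replicate 1 at 16 h 22.5 h (others 24.0 h) and comH replicate 1 at 16 h 13.0 h (others 11.5 h). The library gtaC replicate 3 at 8 h read 4.5 h, against 3.0 h in the other gtaC libraries and 2.5 to 3.5 h in the aggregation minus strains, and amiB replicate 2 at 16 h read 4.5 h against 3.0 to 3.5 h. On a grid of 0.05 h, 5 of the 8 groups, with AX4 at 12 h among them, still held a value apart, which argues against rounding to the 0.5 h grid there. In 3 groups, those of gtaC replicate 3 and amiB replicate 2, none was apart, so rounding to the 0.5 h grid may make those. After every library of a group was thinned to the lowest total, all 8 stayed apart, which argues against depth. The values of 24.0 h lie at the end of the scale, which narrows their spread. Wrong hours or labels stay open. No biological explanation was tested, since the labels give none for single time courses.

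At 12 h AX4 replicate 7 read 15.5 h, against 11.0 to 12.5 h in the others, and its change from 8 to 12 h was 7.0 h, against 3.0 to 4.5 h. A swap with its own 16 h library would leave that library near 12 h, but it read 17.0 h. A mixture with a later library other than the neighbouring hour would raise the correlation of a mixed profile, but the gain was -0.005, within -0.0055 to 0.0012 of the other AX4 libraries. That test does not cover a mixture with a 16 h library, which stays open. A wrong hour, or a time course that ran ahead, stays open, and no biological explanation was tested. The change of tgrC1 replicate 1 from 8 to 12 h was 3.0 h, against -1.5 to 0.5 h in the other disaggregation strains. It follows from its low value at 8 h, and depth and rounding were tested with that value.

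The gene act15 in AX4 replicate 6 at 12 h was 4.60 on the log2 scale, against 8.43 to 10.68 in the others, from 131 counts of 4.53 M. The summed CPM of all 32 actin genes was lower by -0.967 (log2) than the mean of the other 6, beyond their SD of 0.679. At 10.02 it was within their range of 9.81 to 11.51. Reads divided otherwise among actin copies would keep this sum level. By the SD the sum goes against that explanation, and by the range it does not, so it stays undecided. It was tested at 12 h only. The same time course also had the lowest act15 at 8 h (6.62, others 9.20 to 11.25) and at 0 h, below Dixon's critical value, so the low values are not confined to 1 library. The gene gpdA in AX4 replicate 7 at 16 h was 9.99, against 10.65 to 11.01. Its gap was a share of 0.534 of the range with library totals, under Dixon's critical value for 7 libraries, and 0.684, above that value, with RLE scaling. The scaling between libraries is a candidate explanation. No biological explanation was tested for either.

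The change in AX4-equivalent time differed between disaggregation strains and AX4 by -4.22 h from 8 to 12 h and by -3.67 h from 12 to 16 h, both by exact permutation tests given in the results. With all libraries thinned to 1.32 M counts, the differences were -4.29 h (exact permutation p = 0.00062) and -3.61 h (exact permutation p = 0.00031), which argues against depth. Other technical sources were not excluded. From 12 to 16 h every disaggregation time course changed by -1.5 to 0.5 h, against 1.5 to 4.5 h in AX4. From 8 to 12 h the ranges met, at -1.5 to 3.0 h and 3.0 to 7.0 h. Both differences kept their direction and threshold with FD, PE or SE libraries alone as reference. That argues against 1 AX4 library set as the source. A batch of the disaggregation strains stays open, since they carry no library set marks and it cannot be told apart from the strains. Failed or reversed progress in these strains, which the phenotype group names, stays a hypothesis.

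Libraries at hours outside the comparisons were searched for a gene with a larger share of counts than any gene in AX4 (3.78%). The gene pspA took 26.2% (Wilson 95% interval 26.1 to 26.2%) of 11.3 M counts in gtaI- replicate 1 at 20 h. The next highest share of pspA was 3.27% (3.25 to 3.30%), in gtaI- replicate 2 at 20 h, too low for a mixture with another library of the series to give it. A gain of pspA reads alone cannot be told apart from a wider change: 164 other genes were at least 8-fold above the mean of the other 5 gtaI- libraries, but another of these libraries had 507. The mean of the cell division list was 6.36 in gtaI- replicate 1 at 20 h. At that hour it was 4.37 in replicate 2 and 3.67 to 4.85 in AX4. The gene cotE took 4.66% (4.65 to 4.67%) in pkaR replicate 2 at 20 h. In replicate 1 it took 3.24% (3.24 to 3.25%), above the AX4 maximum of 0.616%, which argues against a single library out of line. A difference of the pkaR strain stays open as untested. Intervals cover counting error only.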

How the results depend on the processing

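All alternatives named here were chosen before the results were seen, except the replication list without rpa1 and rpa2 and the inclusion of the 2 h count file of AX4 replicate 2. Over 2022 alternative values, 1859 kept their direction and side of the threshold, or stayed within the spread or within 1.5 times for counts. The rest were 110 moved, 15 reversed, 4 stronger and 34 weaker. The cause was not tested unless stated. Fits with fewer libraries have fewer samples by construction, and where a strain is left with 1 library, it is assumed to vary like the others.

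The change of AX4-equivalent time in disaggregation strains kept its direction and threshold under all 16 alternatives and all 18 with a replicate left out, from -4.60 to -4.00 h (8 to 12 h) and from -4.26 to -3.36 h (12 to 16 h). No count of calls in AX4 intervals, phenotype groups or MybBGFP moved by more than 1.5 times with RLE scaling or without the filter on low counts. In the library sets at 24 h, no filter gave 30 calls.

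With SE libraries alone, AX4 gave 1668 calls from 0 to 4 h, 114 from 12 to 16 h, 723 from 16 to 20 h and 166 from 20 to 24 h. PE libraries alone gave 1052 from 12 to 16 h and 925 from 20 to 24 h. FD libraries alone gave 967, 950, 963, 74 and 231 from 0 to 4, 4 to 8, 8 to 12, 12 to 16 and 20 to 24 h. Against SE libraries alone MybBGFP gave 400, 39 and 4 calls at 8, 16 and 24 h. Against PE libraries alone culmination defective gave 104 and tight aggregate arrest 118 at 8 h, 257 and 849 at 16 h, small fruiting body 2281 and MybBGFP 488 at 24 h. Against FD libraries alone MybBGFP gave 511 at 8 h and 226 at 16 h, and culmination defective 565 at 16 h.

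Without the fold threshold, calls at 8 h were 6284 in aggregation minus, 995 in culmination defective, 3570 in disaggregation and 3976 in small fruiting body, and culmination defective gave 1576 at 16 h and 2960 at 24 h. DESeq2 gave 423 in tight aggregate arrest at 8 h, 356 and 55 in MybBGFP at 16 and 24 h, and 81, 233 and 498 between library sets. With a group and AX4 alone in the fit, culmination defective gave 391 and tight aggregate arrest 4 at 8 h, and culmination defective 665 at 16 h. Calls in every strain were fewer by construction: 1429, 3519 and 3996 at 8, 16 and 24 h in aggregation minus, 0, 0 and 10 in culmination defective, 197, 3048 and 2603 in disaggregation, 1699, 3275 and 1241 in precocious development, 1124, 2560 and 2352 in small fruiting body, and 2, 824 and 1195 in tight aggregate arrest.

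The replicate block moved AX4 12 to 16 h to 988 calls, and no other AX4 interval by more than 1.5 times. Between strains the numbers do not pair the libraries: differences between replicates 1 and 2 of a strain and of AX4 correlated from -0.385 to 0.491 at 8 h. There the block gave 108 in tight aggregate arrest at 8 h, 512 in culmination defective and 1664 in tight aggregate arrest at 16 h. With the block DDB_G0282321 lost its call, and no other named gene did. No gene list test changed its call with the block. Targeted genes were not analysed with the block, since the numbers do not pair strains with AX4, and the spread of reference genes compares no groups.

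Leaving out 1 replicate, 12 to 16 h in AX4 gave 241 to 780 calls. At 8 h culmination defective gave 287 to 779, small fruiting body 1631 to 2679, tight aggregate arrest 4 to 283, MybBGFP 244 to 912 and the library sets 0 to 1, the last without AX4 replicate 4. At 16 h culmination defective gave 526 to 1334, tight aggregate arrest 1289 to 2591, MybBGFP 5 to 223 and the library sets 0 to 7, the last without AX4 replicate 4. At 24 h precocious development gave 2481 to 3839, tight aggregate arrest 1791 to 3022, MybBGFP 1 to 10 and the library sets 0 to 464. The libraries that move each count are named with the results. Leaving out replicates moved 11 of 162 counts in phenotype groups and 4 of 42 in AX4 intervals.

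In AX4-equivalent time, small fruiting body at 24 h reversed with all genes passing the count filter (-6.57 h), log2(CPM + 10) (-6.68 h), SE libraries as reference (-3.29 h), FD libraries as reference (-6.57 h) and AX4 replicates left out (-3.0 to 0.5 h). With 500 genes precocious development at 8 h was 0.875 h and no longer past the threshold, and tight aggregate arrest at 8 h was -0.875 h and past it, as it was without AX4 replicate 2. MybBGFP at 24 h moved to -2.43 h with PE libraries as reference. With strain means as units, precocious development at 8 h (2.25 h) and 16 h (7.98 h), small fruiting body at 16 h (7.48 h) and tight aggregate arrest at 16 h (-3.77 h) and 24 h (-9.07 h) were not past the threshold, since 2 strains against 7 time courses cannot reach it. The same holds with a replicate of each strain left out. The ranges were 1.5 to 3.0 h for precocious development at 8 h, 7.54 to 8.36 h at 16 h, 7.29 to 7.79 h for small fruiting body at 16 h, and -0.875 to -0.417 h, -4.14 to -3.21 h and -9.32 to -8.82 h for tight aggregate arrest at 8, 16 and 24 h.

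With the authors' RPKM values, pkaR was -3.93, acaA in acaA/PkaCoe -3.97, tgrB1 in tgrB1 -6.23, tgrC1 in tgrB1C1 -5.81, tgrC1 in tgrC1 -5.88, acaA in acaA -4.04 and mybB in mybB 0.34. Against PE libraries alone acgA was -1.61 and comH 0.18, and against FD libraries alone comH was -1.75. For reference genes, the SD of gpdA was 0.62 with library totals and 0.62 with the RPKM values, that of act6 1.48 with log2(CPM + 10), and in the WT group alone act15 gave 0.88 and gpdA 0.43. The replication list from 12 to 16 h was -0.55 with library totals and past the threshold, and -0.54 to -0.37 with 1 time course left out (past it without AX4 replicate 6). From 4 to 8 h the replication list ranged from -0.071 to 0.158, below 0 without AX4 replicate 2 (-0.002), 5 (-0.063), 6 (-0.071) or 7 (-0.013). The cell division list ranged from -0.08 to 0.208, below 0 without AX4 replicate 5 (-0.08), 6 (-0.052) or 7 (-0.026).

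Depth limits genes with few counts. A gene with no count in a group is known only to lie below 3 counts over that group. Library totals as low as 1.155 M (gtaI-) make this limit wider in some strains than in others.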

Other observations

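The tests of the equal count files, of mixed stages in small fruiting body strains and of wrong labels were chosen only after the results were seen, and the number of drawn splits was raised to 100 after the result of a smaller draw.

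Other splits of the same libraries were counted for each number of calls, with the 2 groups of a comparison fitted alone. For every AX4 interval, 1 of 64 splits that keep the time courses paired gave as many calls as the real one, the real split itself, so chance can be excluded. From 12 to 16 h that fit gave 260 calls, where the fit of all hours gave 572. The other splits exchange hours within some time courses. For the phenotype groups at 8, 16 and 24 h, 100 splits of the libraries of the group and AX4 were drawn per comparison, the real one included. In tight aggregate arrest at 8 h this fit gave 4 calls, where the fit of all strains gave 235. Of 100 splits 6 gave as many as 4, up to 202, so chance cannot be excluded. The count of 235 was not put to this test. In culmination defective at 8 h, with 391 calls in this fit, 4 of 100 did, up to 1284. That is a share under 0.05 of the splits drawn, but with 100 of 19448 possible splits it does not clearly exclude chance. In each of the other comparisons of phenotype groups 1 of 100 gave as many calls, the real split. The nearest was culmination defective at 16 h, with 665 calls against 601 in the largest other split. These splits exchange single libraries, so they exclude chance only with libraries as units. The 2 time courses of a strain are not independent strains, and with strains as units a group of 2 strains cannot go below an exact p of 0.0556. In the smaller draw no split but the real one gave as many calls in any group, the 8 h counts of tight aggregate arrest and culmination defective included. Between AX4 library sets the real count was 0 at 8 h and at 16 h, which every split reaches, so the 35 of 35 splits at 8 h and 35 of 35 at 16 h decide nothing. At 24 h 2 of 35 gave as many as the 3 calls, up to 668, so chance cannot be excluded there.

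The 2 h count file of AX4 replicate 2 equals the 3 h count file. The normalized values at 2 h departed from these counts by 1.4458 (90th percentile of the absolute log2 residual), and those of every other library by at most 0.1582. A copy of the 3 h counts in place of the 2 h counts is a candidate explanation for the equal files. The normalized values at 2 h were not replaced in the same way. No biological explanation applies.

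At 24 h the 4 small fruiting body libraries correlated with no AX4 hour as AX4 libraries did, and precocious development at 24 h was also low (0.663 to 0.866). A mixed profile of 2 AX4 hours that are not neighbours raised the correlation of the small fruiting body libraries by 0.104 on average. These are 4 libraries of 2 strains. The gain was 0.0136 in precocious development (exact permutation p = 0.0286 against small fruiting body). It was -0.0047 in AX4 (exact permutation p = 0.0061 against small fruiting body). An early and a late stage in one library may be part of the pattern. The highest correlation of such a mixture was 0.830, below the 0.926 to 0.979 of AX4 with 1 hour or 2 neighbouring hours, so it is not the whole cause. In precocious development the small gain leaves the low correlation without a tested cause. At 16 h the gains in small fruiting body were 0.0735 to 0.110, with no test between groups. In ecmARm they were 0.037 and 0.0372 at 16 h and 0.0525 to 0.0708 at 20 and 24 h, above the highest AX4 gain of 0.0069, and no cause was tested. Asynchronous cells and cells that stay early cannot be separated in whole libraries, and a batch shared by these strains was not tested.

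Whether the cell division list follows AX4-equivalent time rather than the hour was tested as a hypothesis. At 12 h, 14 of 19 strains had a list mean closer to AX4 at their AX4-equivalent time than to AX4 at the same hour (exact sign test p = 0.0636), and at 16 h 12 of 19 (exact sign test p = 0.359). Over 38 libraries the median error was 0.492 by AX4-equivalent time and 1.56 by the hour at 12 h, and 0.53 and 1.25 at 16 h. The errors are smaller by AX4-equivalent time, but neither sign test passed 0.05, so the question stays undecided.

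The libraries labelled mybB, amiB and comH did not have clearly less of the gene of that name. If they were AX4 libraries under a wrong label, they would read as AX4 at 24 h (22.5 to 24.0 h), but the highest of them read 14.5 h, which argues against it. Other wrong labels, and counts from a part of the gene that remains in the strain, were not tested.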
